A study of Mus musculus with 24 samples.

How the data were processed

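Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin of isolated nuclei. The cells were E14 mouse embryonic stem cells grown on gelatin in serum with leukemia inhibitory factor. The 3 lines were wild type (WT) and the Smad2 knockout (KO) lines Smad2_KO1 and Smad2_KO2. Each line was sampled without inhibitor (Ctrl) and after 12 hours with 200 nM of the mTOR inhibitor INK128, the treatment that the labels call pausing (Paused). The 6 groups had 4 libraries each, 24 in all, made from 50000 cells per library. Per the labels' protocols, the libraries were size-selected, pooled and sequenced in paired-end mode on a NovaSeq X.

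The authors deposited 1 table per treatment, with 299780 intervals for Ctrl and 272268 for Paused. All but 12 and 6 intervals, respectively, were 201 bases wide. Per the file headers, each row holds an interval, 1 value for each of 12 libraries, and a KO against WT comparison. Aligner, peak caller, duplicate handling, read shifting for the Tn5 insertion site, mitochondrial filtering and genome build are not stated in the labels or headers. Interval positions are therefore given as the authors' tables give them, without a build. The library values are normalized signal: in the deposited tables each column is reads per interval divided by 1 factor per library and rounded, and the factors average 1 within a table. That unit was read from the values. Each column is a ladder of whole multiples of 1 step, and at least 99.4% of the values in every column lie on it, where at most 1.36% would do so by chance. The steps gave back whole reads per interval and, with them, the depth. For 4 of the 24 columns the step was so near 1 that a scaled read and a rounded value are hard to tell apart at low values. The factors ran from 0.866 to 1.17 in Ctrl and from 0.755 to 1.33 in Paused. The authors' deposited Fold column is a log2 fold change of the 8 KO libraries against the 4 WT libraries, and the deposited p-value and false discovery rate columns belong to that comparison; the tool behind them is not stated. Among intervals under the authors' threshold, that log2 fold was a median of 0.764 (Ctrl) and 0.782 (Paused) times the log2 ratio of the group means.

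The tests planned before the data were examined were edgeR quasi-likelihood tests with TMM factors on raw counts. The plan named limma as the substitute for normalized values, which is what the tables hold. The reported results therefore come from limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes with trend) on log2(value + 1). Intervals were tested if at least 4 libraries had a value of 10 or more, which left 282089 peaks in Ctrl and 260539 in Paused. All 12 libraries of a treatment entered 1 fit with line as the only factor. P-values were adjusted by the Benjamini-Hochberg method, and a peak was called at an adjusted p under 0.05. A peak was called in both clones when it passed against WT in each clone with the same sign. Fold changes are on the log2(value + 1) scale, which understates the change of low peaks. The authors' scaling was kept for the reported values. Alternatives were DESeq2 1.42.0 size factors (and its Wald test on the recovered reads), library totals, loess offsets along the mean level, TMM factors per chromosome, no filter, a pseudocount of 0.1, an absolute log2 fold change of at least 1, fits of the compared groups alone, the 8 KO libraries as 1 group, and leaving out each library. After the data were seen, overall TMM factors and edgeR 4.0.16 were added as alternatives, the latter as the planned quasi-likelihood test, here on the recovered reads. Averaging the KO libraries of 1 replicate number and a clone correlation without shared replicate numbers were also added then. The labels number the replicates 1 to 4 in every group, so each comparison was also fitted with the replicate number as a block.

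The tables have different intervals and separate normalization. The planned tests of Paused against Ctrl within each line, and of the interaction between knockout and pausing, needed shared raw counts and were not run. Across tables, intervals were matched one to one where they overlapped by at least 50% of each, and only described.

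Peaks were named by the nearest protein-coding gene body in a gene table of assembly GRCm38.p6, used for names and neighbourhood alone. Within 500 bases of either end, 66.2% (Ctrl) and 65.5% (Paused) of its 21887 protein-coding genes had an interval, against 37.8% and 35.8% after moving the genes by 10 kb, so the table lines up with the intervals. It carries no strand, so transcription starts were not known. In their place the strongest peak (by the mean over 12 libraries) in the gene or within 1000 bases of it was used, a substitution made after the data were seen. The peaks named follow a rule fixed beforehand: the peaks assigned to Smad2, the peak so chosen at Smad2, Pparg, Nodal, Lefty1 and Lefty2, and per treatment the 3 higher and 3 lower peaks with the largest change (the smaller of the absolute changes of the clones) among those called in both clones with all 8 KO libraries on one side of all 4 WT libraries. The lists of 11 Nodal target genes and 28 lipid genes were also fixed beforehand and tested with camera (limma, two-sided, inter-gene correlation 0.01). All genes of both lists were found. No genome sequence was used here, so GC content was not examined.

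Reads in intervals ran from 11.8 to 16.5 M per Ctrl library and from 11.5 to 20.0 M per Paused library, and the median interval held 18 to 26 and 17 to 35 reads per library. In a library, 3 reads were between 1.5e-05% and 2.62e-05% of its total. Reads are not independent molecules where duplicates remain, so such floors cover counting error only. The pipeline was tested on simulated data with 200 changed peaks of 2-fold size: it recovered 26.5% of them in the Ctrl simulation over 282089 peaks and 36.5% in the Paused simulation over 260539 peaks. All recovered changes had the right sign, with 1 false call of 54 and 4 of 77. With so few changed peaks the Benjamini-Hochberg cut-off is stricter than in the real WT comparisons. The recovered shares therefore do not measure what those comparisons missed. Figures were drawn with matplotlib 3.10.9.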

Results

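To ask how loss of Smad2, a transducer of Nodal signalling, relates to chromatin accessibility in embryonic stem cells with and without mTOR inhibition, ATAC-seq values were compared between WT, Smad2_KO1 and Smad2_KO2 within each treatment. Each group had 4 libraries. In Ctrl, reads in the deposited intervals averaged 13.5 ± 1.53 M (megareads) for WT, 14.2 ± 2.13 M for Smad2_KO1 and 13.8 ± 1.21 M for Smad2_KO2 (SD, n = 4 each). In Paused they averaged 13.5 ± 1.42, 16.1 ± 0.918 and 15.4 ± 3.17 M for the same lines. An exact permutation test of depth between the 4 WT and the 8 KO libraries (two-sided) gave p = 0.638 in Ctrl and 0.0990 in Paused. In Paused every Smad2_KO1 library (14946853 reads or more) was deeper than every WT library (14763067 or fewer), so depth and line are not separate in that comparison.

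In both tables the first principal component of the log2 values set all 4 WT libraries apart from all 8 KO libraries. It carried 29% of the variance in Ctrl and 35.7% in Paused. The second component carried 10.1% and 10.5% and spread mostly the WT libraries. The Smad2_KO1 and Smad2_KO2 libraries did not separate on either component.

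**Figure D1:**
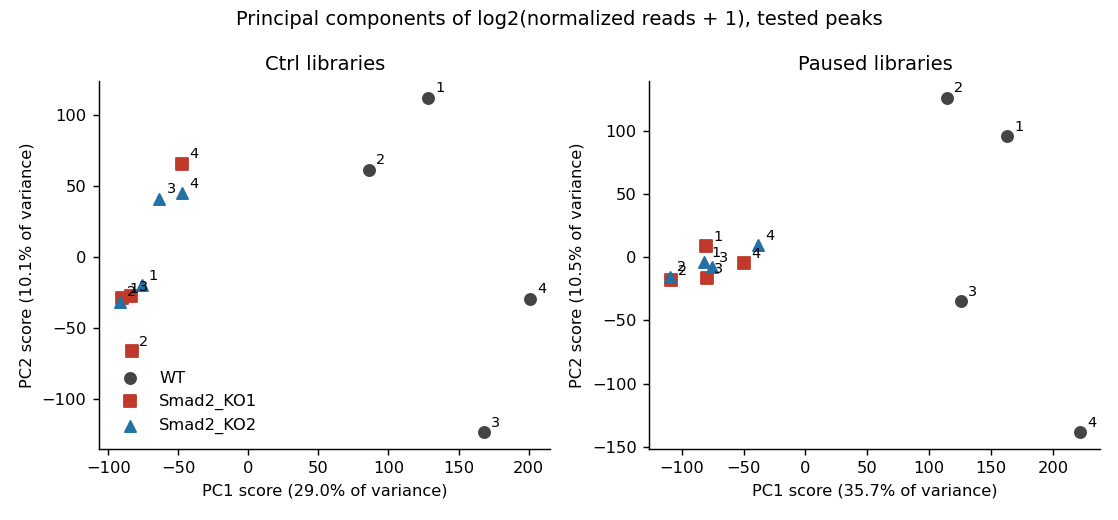
Scores of the 12 libraries of each treatment on the first (x axis) and second (y axis) principal components of log2(normalized reads + 1) over the tested peaks, in arbitrary units, with replicate numbers beside the points. WT libraries score between 85.8 and 200.8 on the first component in Ctrl and between 114 and 222 in Paused, and all KO libraries score below 0.

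Pairs of libraries were compared by a chi-square statistic on their recovered reads over the tested peaks, which is 1 per degree of freedom when the libraries differ by counting noise alone. In Ctrl its median was 1.57 over the 6 pairs of WT libraries, 1.28 and 1.21 over the pairs within Smad2_KO1 and Smad2_KO2, and 2.15 and 2.19 over the 16 pairs of WT with each clone. In Paused the same medians were 1.61, 1.19, 1.29, 2.52 and 2.52. Pairs of one Smad2_KO1 and one Smad2_KO2 library had medians of 1.23 in Ctrl and 1.21 in Paused, within the range of replicates of a single clone. Among these, the 4 pairs with the same replicate number averaged 1.14 in Ctrl and 1.03 in Paused, against 1.25 in both tables for the 12 other pairs. In Paused the same-numbered pairs had 1.027, 1.001, 1.074 and 1.026 for numbers 1 to 4, the lowest of all pairs of Paused libraries. The value of 1.001 for replicate 2 lies within sampling noise, whose upper limit at 2 SD was 1.0055, so these 2 libraries agree within sampling noise. In Ctrl the lowest values were 1.016 for number 4 and 1.072 for number 1, both above the limit of 1.0053. Number 2 had 1.211, and number 3 had 1.27, which is above the mean of the other pairs. The libraries carry different line labels and were kept as separate samples of their groups. A fit that counts the KO libraries of each replicate number once is given with the calls shared by both clones.

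**Figure D2:**
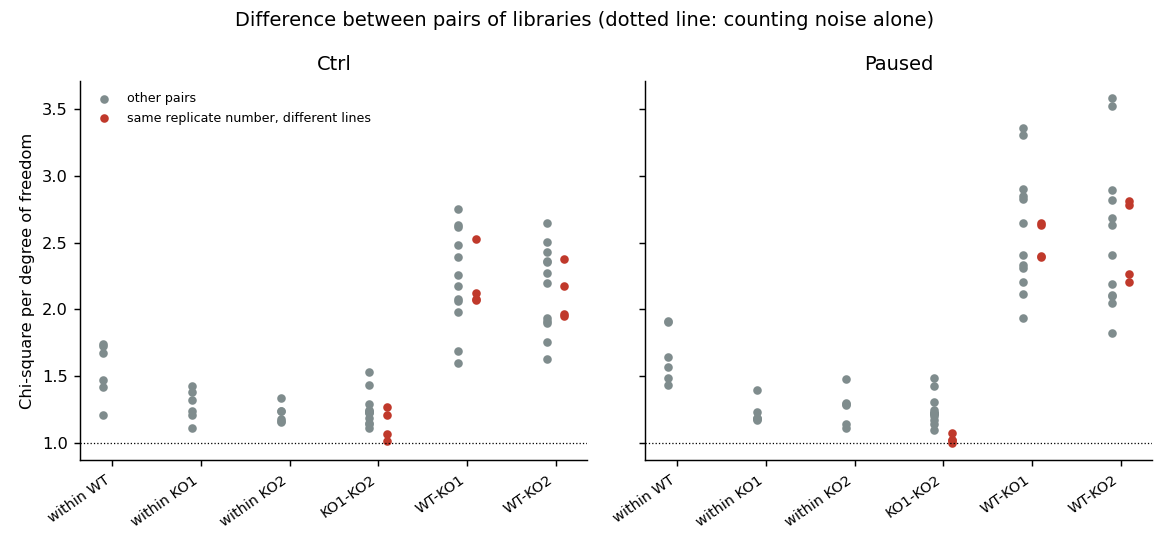
Chi-square per degree of freedom (y axis) for every pair of libraries within a treatment, by kind of pair (x axis), with same-numbered libraries of different lines in red and the value for counting noise alone, 1, as a dotted line. Same-numbered Smad2_KO1 and Smad2_KO2 libraries lie between 1.001 and 1.074 in Paused and between 1.016 and 1.27 in Ctrl, and pairs of WT with a KO library reach 2.75 in Ctrl and 3.58 in Paused.

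Smad2 itself was examined first. ATAC-seq does not measure the gene product. Accessibility at the strongest peak did not part the lines. The strongest peak at Smad2 (chromosome 18, 76241181 to 76241381 in the Ctrl table, inside the gene) had 361.8 ± 44.6 normalized reads in WT, 363.1 ± 42.6 in Smad2_KO1 and 354.6 ± 23.1 in Smad2_KO2 (SD, n = 4). Single libraries ran from 301.2 to 410.2. In Paused the peak at 76241186 to 76241386 had 441.3 ± 90.8, 399.6 ± 15.0 and 388.8 ± 26.9, with limma adjusted p of 0.394 and 0.238. Of 59 Ctrl peaks assigned to Smad2 as the nearest gene, 7 lay inside it, and none of these was called in both clones. Of 55 in Paused, 11 lay inside, of which 2 were called in both clones, and both were higher in KO. The mean of the clones' log2 fold changes ran from -0.72 to 1.10 over the Ctrl peaks and from -0.65 to 1.14 over the Paused peaks. The called peaks were 1 in Ctrl and 10 in Paused.

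Without inhibitor, 32783 of 282089 tested peaks (11.6%) differed between Smad2_KO1 and WT by limma at an adjusted p under 0.05, 20041 higher and 12742 lower. Smad2_KO2 differed from WT at 30109 peaks, 16439 higher and 13670 lower. Both clones shared 20159 peaks with the same sign, 11132 higher and 9027 lower. All 8 KO libraries lay on one side of all 4 WT libraries at 13177 of them. The authors' deposited table, which sets the 8 KO libraries against WT, lists 36574 intervals at a false discovery rate under 0.05, 18788 higher and 17786 lower, and 20051 of the 20159 shared peaks are among them with the same sign. Between Smad2_KO1 and Smad2_KO2 no peak was called, and 9247 peaks (3.28%) had an unadjusted p under 0.05. A fit of those 2 groups alone also called 0, with 4.08% under 0.05 unadjusted. The replicate numbers paired the lines weakly: deviations from the group means had a mean correlation of 0.027 for same-numbered and -0.0089 for other libraries of different lines. With the replicate number as a block, 36188 peaks were called for Smad2_KO1, 33255 for Smad2_KO2, 22479 for both clones and 0 between the clones. The count for both clones fell to 4267 peaks at an absolute log2 fold change of at least 1. A single test of the 8 KO libraries as 1 group, which does not ask each clone to pass, called 49619 peaks, and 34885 were called when the KO libraries of each replicate number were averaged to 1 sample (4 against 4).

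After pausing, Smad2_KO1 differed from WT at 50658 of 260539 peaks (19.4%), 33558 higher and 17100 lower, and Smad2_KO2 at 50173, 32288 higher and 17885 lower. Both clones shared 36293 peaks, 23477 higher and 12816 lower, of which 22617 had all 8 KO libraries on one side of WT. The authors' deposited table lists 58821 intervals for this treatment, 34417 higher and 24404 lower, which include 36106 of the 36293 with the same sign. No peak was called between the clones, and 5124 peaks (1.97%) had an unadjusted p under 0.05, or 3.17% in the fit of those 2 groups alone. Same-numbered libraries of different lines had a mean correlation of deviations of 0.052, and 0.105 for Smad2_KO1 with Smad2_KO2. With the replicate block, 58084, 57782 and 42322 peaks were called for Smad2_KO1, Smad2_KO2 and both clones, and 0 between the clones. The test of the 8 KO libraries as 1 group called 74734 peaks, and 49325 were called with the KO libraries of each replicate number averaged. More peaks were called in Paused than in Ctrl, but the interval sets and normalization differ and the difference in KO effect was not tested.

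The split into higher and lower peaks followed the scaling. Under the authors' scaling the median log2 fold change of all tested peaks, averaged over the clones, was 0.08 in Ctrl and 0.12 in Paused, and under DESeq2 size factors it was 0.01 in both. The share of higher peaks among those called in both clones was 55.2% in Ctrl and 64.7% in Paused under the authors' scaling, 36.7% and 40% under size factors, 37.7% and 43% under TMM factors, and 57.9% and 71.3% under library totals. Directions of single peaks below are to be read against the medians of 0.08 and 0.12.

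**Figure D3:**
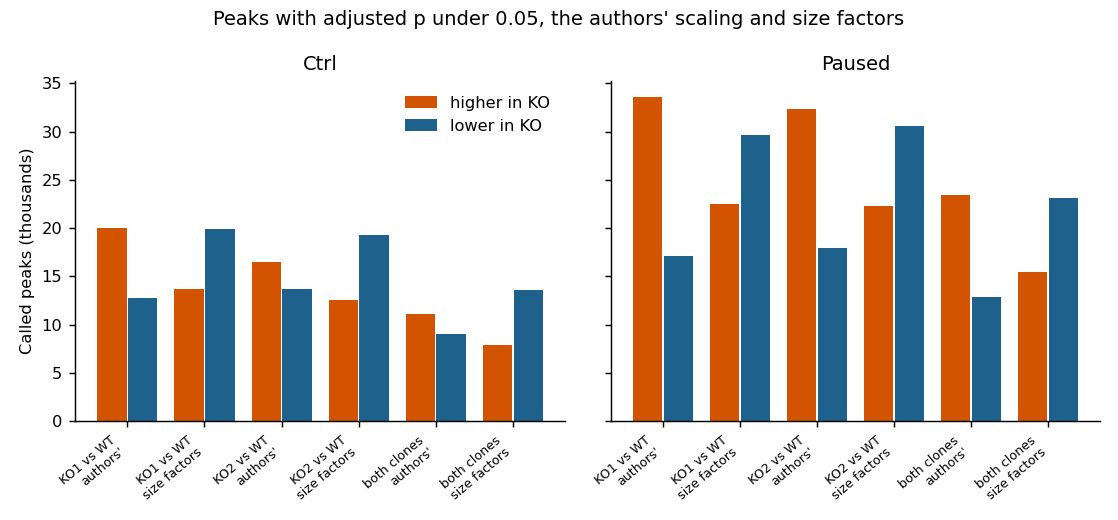
Number of peaks (y axis, in units of 1000) called by limma as higher or lower in KO than in WT, for each clone and for both clones, under the authors' scaling and under size factors (x axis). In Paused, 23477 higher and 12816 lower peaks in both clones become 15417 and 23100 under size factors.

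The fold change also depended on the level of a peak. In Ctrl the median log2 fold change of KO against WT fell from 0.23 in the lowest decile of mean level to -0.07 in the highest. In Paused it fell from 0.39 to -0.14. The medians of Smad2_KO1 against Smad2_KO2 stayed between -0.01 and 0.03 over all deciles of both tables. The highest decile held 47.2 ± 1.57% of the signal in Ctrl WT libraries, 45.2 ± 1.34% in Smad2_KO1 and 45.2 ± 0.597% in Smad2_KO2 (SD, n = 4). In Paused it held 49.0 ± 2.16%, 45.4 ± 0.895% and 45.3 ± 1.30%. Exact permutation tests of each clone against WT (two-sided, 70 splits, smallest possible p 0.0286) gave p = 0.143 and 0.0857 in Ctrl and p = 0.0286 and 0.0571 in Paused, and none passed after Benjamini-Hochberg adjustment over the 4 tests (lowest 0.114).

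**Figure D4:**
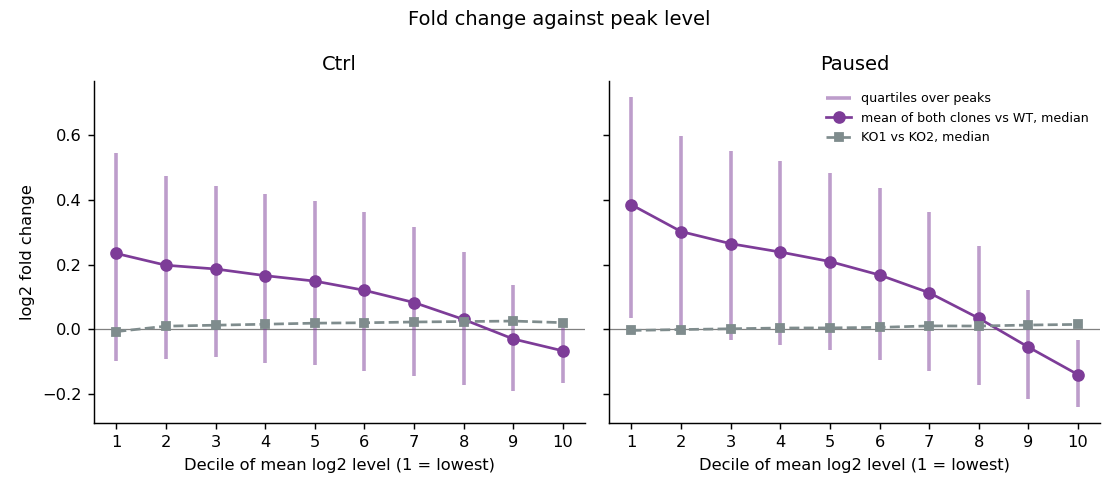
Median log2 fold change (y axis) in each decile of mean log2 level (x axis) for the mean of both clones against WT, with quartiles over peaks as bars, and for Smad2_KO1 against Smad2_KO2. The medians against WT fall from 0.23 to -0.07 in Ctrl and from 0.39 to -0.14 in Paused.

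The series title names Nodal signalling and Pparg. At Lefty1 and Lefty2, neighbouring genes listed as Nodal targets, the strongest peaks were lower in both clones without inhibitor. The Lefty1 peak (chromosome 1, 180934678 to 180934878, outside the gene body) had 82.7 ± 7.09 normalized reads in WT, 41.6 ± 4.45 in Smad2_KO1 and 52.1 ± 6.19 in Smad2_KO2. Its log2 fold changes were -0.98 and -0.66 (SE 0.15, limma adjusted p = 1.26e-05 and 0.00227). The Lefty2 peak (180894356 to 180894556, inside the gene) had 99.4 ± 8.21, 67.5 ± 5.55 and 73.6 ± 7.86, with log2 fold changes of -0.55 and -0.43 (SE 0.13, adjusted p = 0.00405 and 0.0271). It was no longer called in both clones without WT replicate 1, WT replicate 2 or Smad2_KO2 replicate 1 (higher limma adjusted p of the clones 0.0587, 0.0759 and 0.121). In Paused the strongest Lefty1 peak was another one (180936823 to 180937023, inside the gene). It was lower in Smad2_KO1 (-0.36, adjusted p = 0.0281) and not called in Smad2_KO2 (-0.17, adjusted p = 0.329). The Paused Lefty2 peak (180894365 to 180894565) was not called in either clone (-0.23 and -0.31, adjusted p = 0.149 and 0.0550), and was called in both under size factors. The strongest peaks at Nodal and Pparg were not called in either treatment. At Nodal (chromosome 10, 61423358 to 61423558) WT, Smad2_KO1 and Smad2_KO2 had 194.2 ± 23.4, 209.1 ± 23.5 and 199.0 ± 22.0 normalized reads in Ctrl and 262.8 ± 24.0, 272.2 ± 21.7 and 263.2 ± 8.16 in Paused. At Pparg (chromosome 6, 115362035 to 115362235 in Ctrl) they had 75.3 ± 10.3, 75.8 ± 9.59 and 74.0 ± 8.86, and at the Paused peak (115362155 to 115362355) 159.4 ± 13.3, 154.0 ± 7.31 and 147.8 ± 19.1.

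One further peak was singled out after its values were seen, because it has the smallest p-value in both of the authors' deposited tables. It lies on chromosome 1 at 180924842 to 180925042 in Ctrl and 180924827 to 180925027 in Paused, outside any protein-coding gene body, with Lefty1 as the nearest gene. In Ctrl it had 352.2 ± 39.96 normalized reads in WT, 140.7 ± 21.4 in Smad2_KO1 and 162.9 ± 14.5 in Smad2_KO2, and log2 fold changes of -1.32 and -1.10 (SE 0.11, limma adjusted p = 3.5e-12 and 1.25e-09). In Paused it had 449.1 ± 46.1, 151.2 ± 9.81 and 170.2 ± 12.3, with -1.56 and -1.39 (SE 0.10, adjusted p = 9.59e-15 and 6.72e-13).

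**Figure D5:**
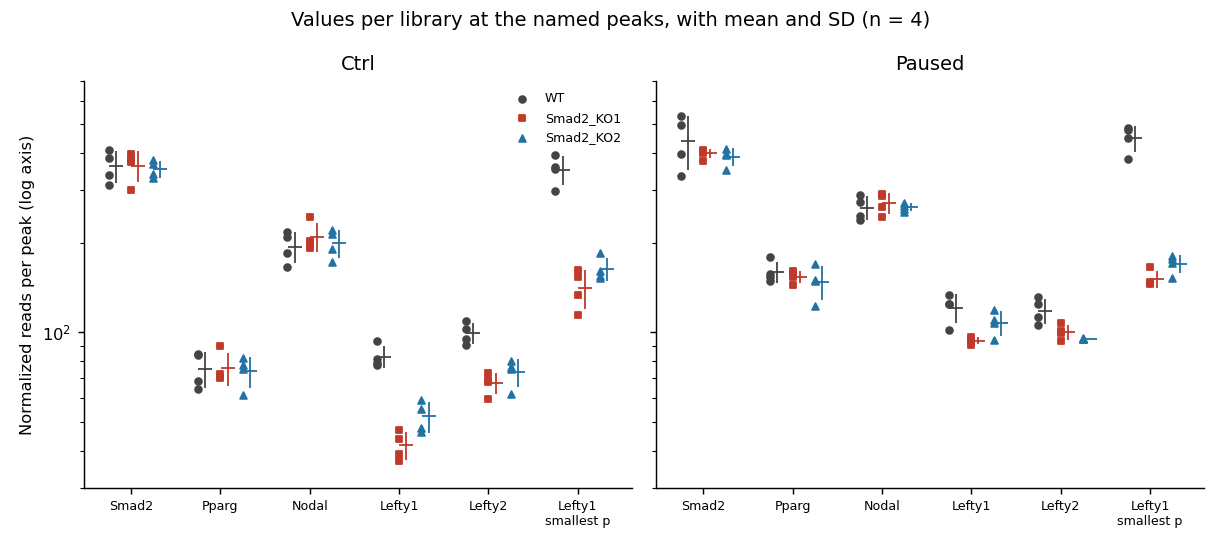
Normalized reads per library (y axis, log scale) at the strongest peak of 5 genes and at the peak with the authors' smallest p-value (x axis), with the mean and SD of the 4 libraries of each line. At the last of these WT averages 352.2 in Ctrl and 449.1 in Paused, and all KO libraries lie below all WT libraries.

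The peaks with the largest changes by the fixed rule were weak in the lower group. In Ctrl the 3 higher peaks were nearest to Cyp26b1 (chromosome 6, 84498066 to 84498266), Plekha6 (chromosome 1, 133173830 to 133174030) and Col13a1 (chromosome 10, 61889250 to 61889450). WT means there were 2.58, 2.44 and 1.77 normalized reads, and Smad2_KO1 means 14.4, 20.3 and 16.0. The 3 lower peaks were nearest to Twf1 (chromosome 15, 94607873 to 94608073), Spink5 (chromosome 18, 43947255 to 43947455) and Setbp1 (chromosome 18, 79086787 to 79086987). Their WT means were 33.5 ± 14.8, 55.6 ± 29.6 and 33.2 ± 18.9 and their Smad2_KO1 means 3.35, 6.29 and 4.03. In Paused the higher peaks were nearest to Fubp3 (chromosome 2, 31558983 to 31559183), Slc7a8 (chromosome 14, 54735495 to 54735695) and Col4a2 (chromosome 8, 11380121 to 11380321). WT means were 1.68, 1.62 and 4.91 and Smad2_KO1 means 16.1, 13.4 and 25.5. The lower peaks were nearest to Kcna4 (chromosome 2, 108032782 to 108032982), Vmn1r88 (chromosome 7, 13163866 to 13164066) and Oprm1 (chromosome 10, 7026514 to 7026714). WT means were 64.7 ± 39.9, 28.7 ± 13.5 and 26.2 ± 14.8 and Smad2_KO1 means 6.5, 3.61 and 2.74. Smad2_KO2 had the same direction at all 12 peaks, as the rule requires. At every lower peak of both treatments, WT replicates 3 and 4 lay above WT replicates 1 and 2. WT replicates 1 to 4 had 35.3, 25.1, 80.0 and 82.0 normalized reads at the Spink5 peak in Ctrl. At the Kcna4 peak in Paused they had 46.4, 17.2, 96.0 and 99.3. The median log2 difference from the KO mean was also taken over all peaks called lower in both clones. For WT replicates 1 to 4 it was 0.669, 0.580, 0.924 and 0.804 in Ctrl. In Paused it was 0.570, 0.468, 0.546 and 0.573. Replicate 3 lay below replicate 1 there, so the pairs did not part over all lower peaks in Paused.

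Over the 11 Nodal target genes, 185 Ctrl peaks had a median log2 fold change of -0.11 relative to all peaks (camera p = 0.000254, with the block 0.000322; a permutation of the lines within replicate numbers gave as small a camera p in 2 of 100 drawn assignments, the real one included). Of these peaks 24 were called in both clones, 5 higher and 19 lower, and 27 when p-values were adjusted over the list alone. In Paused the median of 184 peaks also stood at -0.11 against all peaks (camera p = 0.0203, with the block 0.0229, as small in 4 of 100 such permutation draws), and 31 peaks were called, 11 higher and 20 lower, with 31 also over the list alone. Lefty1 and Lefty2 had 5 and 3 of the Ctrl calls and 2 and 4 of the Paused calls, all lower. Nodal had 2 lower calls in each treatment. Gsc went the other way, with 2 of 2 calls higher in Ctrl and 6 of 6 in Paused. Without the peaks of Lefty1 and Lefty2 (n = 170 left in each table) camera gave p = 0.0147 in Ctrl and 0.224 in Paused. The 28 lipid genes did not stand apart in their fold changes by camera. Their 333 Ctrl peaks had a median 0.03 above that of all peaks (camera p = 0.370, block 0.351, as small in 14 of 100 permutation draws) with 12 calls, 7 higher and 5 lower, and 9 over the list alone. Their 311 Paused peaks had 0.04 (camera p = 0.425, block 0.428, as small in 14 of 100 permutation draws) with 38 calls, 26 higher and 12 lower, and 35 over the list alone. The share of lipid peaks called in both clones was 3.6% in Ctrl, against 7.1% of all peaks. In Paused it was 12.2% against 13.9%. These shares were not tested. With only the strongest peak of each gene the lipid list turned to -0.14 in Ctrl and -0.23 in Paused. Pparg had 1 called peak in Ctrl, which was higher, and 5 in Paused, of which 4 were higher. Peaks are assigned by proximity, so these counts do not say which gene a peak acts on.

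Across peaks, which are not independent replicates, the log2 fold changes of the clones were correlated even against separate WT libraries. Smad2_KO1 against WT replicates 1 and 2 and Smad2_KO2 against WT replicates 3 and 4 gave Pearson's r of 0.49 and Spearman's rho of 0.48 in Ctrl, and 0.56 and 0.58 in Paused. Over the 6 ways to halve the WT replicates r ran from 0.490 to 0.585 and from 0.562 to 0.645. With no replicate number shared between the clones' libraries, which left 2 libraries per clone, r was 0.396 and 0.487. Fewer libraries add noise, which lowers r by itself. Across the tables, 208526 intervals matched one to one, of which 7816 had identical bounds. Their KO against WT log2 fold changes had r = 0.737 and rho = 0.716. Of 17074 matched intervals called in both clones in Ctrl, 99% had the same sign in Paused, 10240 were called in both treatments with the same sign and 0 with opposite signs. The Smad2_KO1 minus Smad2_KO2 differences had r = 0.028 and rho = 0.026 across the same intervals.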

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

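Depth, normalized total, share of signal in the top level decile and the named peaks were searched for single libraries far from the other 3 of their group. Of 90 groups, 3 held such a library, where about 4.5 would by chance. The Smad2_KO1 replicate 4 in Ctrl had 90.1 normalized reads at the strongest Pparg peak, against 69.9 to 72.2 in the other replicates. The WT replicate 3 in Paused had 12.95 normalized reads at the named Col4a2 peak, against 1.32 to 3.22 in the others, and all KO libraries lie above all WT libraries there, so this library lowers that peak's fold change. The Smad2_KO1 replicate 3 in Paused had 165.9 normalized reads at the peak nearest Lefty1 with the authors' smallest p-value, against 145.0 to 147.7 in the others, and all WT libraries there lie above all KO libraries. None of the 3 libraries stood apart in depth, normalized total or share of signal in the top decile by the same criterion. No explanation of the single values was tested, and the number is within what chance gives. Groups that divide into pairs of libraries, as WT did at the named lower peaks, were not searched for.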

How the results depend on the processing

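Leaving out each of the libraries compared gave 20532 to 33422 peaks for Smad2_KO1 against WT and 20022 to 30849 for Smad2_KO2 in Ctrl, 31489 to 52761 and 31973 to 52926 in Paused, 13969 to 21510 and 25212 to 39117 for both clones, and 0 between the clones in every such fit. Between the clones 0 peaks were called under every setting tried, with 9247 (Ctrl) and 5124 (Paused) at an unadjusted p under 0.05 in the reported fit.

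Beside 5 of the fits that left out a library, the counts moved by more than 1.5 times under 4 settings. A minimum absolute log2 fold change of 1 left 7836 and 7260 peaks for Smad2_KO1 and Smad2_KO2 and 4267 for both clones in Ctrl, and 11199, 10884 and 6903 in Paused. The DESeq2 Wald test on recovered reads called 17324, 16131 and 11228 peaks in Ctrl and 31644, 31498 and 23169 in Paused, with 22.5% and 26.8% of those in both clones higher. Testing the 8 KO libraries as 1 group gave 49619 and 74734 peaks, a different quantity, as each clone need not pass. Averaging the KO libraries of each replicate number gave 34885 in Ctrl, and 49325 in Paused, which is within 1.5 times and is also a single test. For the Wald test the cause was not tested. The edgeR quasi-likelihood test on recovered reads stayed within 1.5 times, with 34537, 31601 and 21920 peaks in Ctrl and 51516, 51802 and 37854 in Paused, and with 33.6% and 37.9% of those in both clones higher.

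The majority of higher or lower peaks turned with the scaling, and in Ctrl also without a change of scaling. In both clones 55.2% (Ctrl) and 64.7% (Paused) were higher as reported, 40.4% and 47.2% under loess offsets, 38.9% and 43.5% under TMM factors per chromosome, and 57.9% and 71.3% under library totals. Under the authors' scaling, fits of the compared groups alone gave 46.9% in Ctrl and 59.9% in Paused, and the Ctrl fits without Smad2_KO2 replicate 1 or 2 gave 49.6% and 47.9%. An absolute log2 fold change of at least 1 gave 49.9% and 77.2%. Size factors moved the median of all peaks from 0.12 to 0.01 in Paused. Fits with the replicate block kept 56.3% and 64.2% higher.

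The correlation between the clones rose to 0.851 in Ctrl and 0.896 in Paused with all 4 WT libraries shared and to 0.579 and 0.656 over peaks above the median level. It fell to 0.396 and 0.487 with no replicate number shared, a setting that also has fewer libraries per clone. The correlation between treatments rose to 0.788 above the median level. Fold changes against the same WT libraries correlate even without a KO effect, so the values with shared WT libraries are no evidence of one. The cause of the other moves was not tested.

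The Nodal target list stayed below all peaks with the block, an estimated inter-gene correlation, the strongest peaks only, library totals, and each library left out, with camera p up to 0.0141 in Ctrl and 0.0456 in Paused. The size of its shift depended on single WT libraries. In Paused it ran from -0.050 without WT replicate 1 to -0.126 without WT replicate 2. In Ctrl it ran from -0.071 without WT replicate 4 to -0.123 without WT replicate 3. The list was not run under size factors, TMM factors or edgeR. Loess offsets and the list without Lefty1 and Lefty2 are given below. With only the strongest peak of each gene the lipid list reversed to -0.136 in Ctrl (camera over n = 28 peaks in 12 libraries, p = 0.0488) and -0.232 in Paused (p = 0.00598), which the level of these peaks accounts for below.

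The strongest peaks at Smad2, Pparg and Nodal changed sign around 0 without being called. Nodal in Ctrl had a log2 fold change of -0.0026 under size factors, -0.014 under TMM factors per chromosome and -0.0013 in the Wald test, and in Paused -0.079, -0.083 and -0.076, with -0.066 under overall TMM factors and -0.064 in edgeR. Smad2 in Ctrl had 0.0015 under library totals and 0.068 under loess offsets, and in Paused 0.031 under loess offsets. Pparg had 0.0039 and 0.0088 under the same settings in Ctrl and 0.012 under loess offsets in Paused. Without 1 replicate, Smad2 ran from -0.075 to 0.054 and Pparg from -0.076 to 0.050 in Ctrl, and Nodal from -0.0026 to 0.127 in Ctrl and -0.015 to 0.078 in Paused. The cause was not tested. The Ctrl Lefty2 peak was not called in both clones without WT replicate 1, WT replicate 2 or Smad2_KO2 replicate 1, the 3 weaker results of these fits, where 1 was stronger. Under other settings 2 named peaks were weaker, Lefty1 and Lefty2 in Ctrl at an absolute log2 fold change of at least 1, and 4 results were stronger, all at Lefty2 in Paused.

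The tests of Paused against Ctrl in each line and of the interaction of knockout and pausing were not run, since the tables share neither intervals nor normalization, and the block and scaling alternatives planned for them were not run either. At 18 to 26 (Ctrl) and 17 to 35 (Paused) reads in the median interval, 26.5% and 36.5% of simulated 2-fold changes over peaks of all levels were called, and smaller changes were not simulated. Only 200 peaks were changed in that simulation, which makes the adjusted threshold stricter than in the WT comparisons. The shares thus do not measure what those comparisons missed.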

Other observations

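Among the tests below, those on the similarity of same-numbered libraries, on scaling, on calls after removal of the level trend, on power, on duplicate libraries, on the correlation of clone differences, on the top decile and on regional blocks were chosen after the result was seen. The exceptions are the splits of the libraries, depth, and the list tests.

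The clone libraries pair by replicate number on average within a treatment, and for WT with either clone no such pairing was detected. Number 3 in Ctrl was an exception. Smad2_KO1 replicate 3 had a chi-square per degree of freedom of 1.27 with Smad2_KO2 replicate 3. With Smad2_KO2 replicates 1, 2 and 4 it had 1.228, 1.148 and 1.234. Of the 24 pairings of the 4 Smad2_KO1 with the 4 Smad2_KO2 libraries, 1 gave as low a mean chi-square per degree of freedom as the equal numbers, that pairing itself, in Ctrl and likewise 1 in Paused (exact p = 0.0417, the smallest these pairings can give). For WT with Smad2_KO1, 7 pairings in Ctrl and 4 in Paused were as low, and for WT with Smad2_KO2, 5 and 7. In all 4 of these comparisons the same-numbered pairs still had the lower mean, so a weaker pairing with WT is not ruled out. Across the treatments, equal numbers also gave the highest mean correlation of replicate deviations in each line: 1 of 24 pairings in WT, 1 in Smad2_KO1 and 1 in Smad2_KO2, with mean r of 0.191, 0.051 and 0.094. After loess offsets those means were 0.176, 0.047 and 0.089, so the level trend does not carry them.

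Why no peak parted the clones was tested in 3 ways. Of 2-fold changes put into the real values of 200 peaks of Smad2_KO1, 42% were called in Ctrl and 47.5% in Paused. That multiplies the values and adds no counting noise. In simulated reads, 31% (Ctrl) and 33% (Paused) of 100 changes in Smad2_KO1 alone were called between the clones. Many 2-fold differences would thus not all have been missed. Too few libraries is not ruled out for single ones or for smaller ones, which were not simulated. A library deposited under both names was not found in Ctrl, where the lowest chi-square per degree of freedom was 1.016, above the noise limit of 1.0053. In Paused the value of 1.001 for replicate 2 is what 2 random samples of reads from 1 library may give, or 2 preparations of identical cells, and the table cannot tell which. The Smad2_KO1 minus Smad2_KO2 differences had a correlation of 0.028 between the treatments, where widespread lasting differences between separate clones would recur. Differences at few peaks, or ones smaller than counting noise, would hardly move it. So low a correlation would follow from both lines coming from 1 clone, from shared cells or from mixed labels. It would equally follow from clones that barely differ or differ at few peaks. The genotype itself was not analysed here. Until the clones' origin is known, a call in both clones may not count as independent support, and the 8 KO libraries may carry less than 8 samples' worth of information. A candidate explanation for the pairing above is that the numbers mark preparation batches shared by Ctrl and Paused and by both clones. Whether WT shared these batches cannot be told. If it did not, genotype and batch cannot be told apart in the WT comparisons, and the replicate block cannot remove such a difference. The labels used here give no batch, so this remains a hypothesis.

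Other splits of the libraries gave far fewer calls. For each clone against WT, 1 of the 8 splits that part all same-numbered pairs gave as many peaks in Ctrl and in Paused, the real one, so the share cannot go under 0.05. The next highest count was 3. The 27 splits that part fewer pairs gave at most 144 peaks. Between the clones 8 of 8 splits gave at least the real count of 0 in each treatment, which any split must, so this says nothing about the clones. Among 100 drawn assignments of the lines within replicate numbers, 2 in Ctrl and 1 in Paused gave as many peaks in both clones. In each treatment 2 of the 100 kept all 4 WT libraries as WT. The 98 that moved a WT library gave fewer than those 144 peaks in Ctrl and 0 in Paused.

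The fall of the fold change with level can also be stated as signal shares. The 4 WT libraries held a larger share of signal in the top level decile than the 8 KO libraries (exact permutation test, two-sided, p = 0.0242 in Ctrl and 0.00404 in Paused), which counts same-numbered clone libraries as separate. This restates the fall and is no separate evidence for its cause, and tests of single clones did not pass adjustment. Depth gave exact permutation p = 0.638 and 0.0990, but in Paused all Smad2_KO1 libraries were deeper than all WT libraries, so depth is not ruled out there. After loess offsets removed the trend, 73.9% of the peaks called in both clones in Ctrl and 53.9% in Paused were still called with the same sign. Of the lower peaks 92.7% and 70.6% remained, and of the higher peaks 58.7% and 44.8%. Loess offsets also recentre all peaks. Size factors taken over the tested peaks alone rescale whole libraries and leave the trend. They kept 7998 of the 11132 higher peaks in Ctrl and 15653 of 23477 in Paused, and all lower peaks. Part of the loss of higher calls thus goes with a uniform rescaling, and how much is due to the trend was not separated. The excess of higher peaks depends on the scaling. Size factors over all intervals, the setting of the other sections, left 36.7% (Ctrl) and 40% (Paused) higher, and library totals 57.9% and 71.3%. The kept counts above and these shares thus come from different size factors. Whether the flatter profile of the KO libraries comes from the cells or from the preparation cannot be told from these tables.

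Over all its peaks the Nodal target list held without the level trend, with camera p = 0.000201 in Ctrl (n = 185 peaks in 12 libraries) and 0.0115 in Paused (n = 184) after loess offsets. The median level of its peaks is close to that of all peaks, so these offsets hardly moved it and the test could hardly have failed. Without these offsets, 2 of the 100 drawn assignments in Ctrl and 4 in Paused gave a p as small as the real one. Without Lefty1 and Lefty2 (n = 170 peaks in each table) it kept p = 0.0147 in Ctrl, and in Paused p = 0.224, which fits these genes carrying the list there. The median shift without them was -0.074 in Ctrl and -0.092 in Paused, against -0.107 in both with them, but a median is little moved by a few strong peaks. At the strongest peak of each Nodal target gene the shift of -0.152 in Ctrl and -0.187 in Paused went to 0.0035 and 0.020 after loess offsets, so the median over these 11 peaks follows the level trend. Single peaks differ: in Ctrl the strongest Lefty1 and Lefty2 peaks stayed at -0.83 and -0.47 after loess offsets and were still called. Lower accessibility at Nodal targets beyond Lefty1 and Lefty2 in Smad2 KO cells is thus a hypothesis that may hold in Ctrl, subject to the batch question above. At Lefty1 and Lefty2 themselves, all peaks called in both clones were lower in both treatments, subject to the same question. For the lipid list 14 of 100 assignments gave a p as small in Ctrl and 14 in Paused, and loess offsets left camera p = 0.346 (n = 333 peaks) and 0.323 (n = 311). The reversal at the strongest lipid peaks vanished after loess offsets (camera over n = 28 peaks in each table, p = 0.816 and 0.387), which fits the level trend: the median log2 level of these peaks was 7.26 in Ctrl and 7.99 in Paused, against 4.51 and 4.69 over all peaks.

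Higher peaks also came in regional runs. Running medians over about 100 neighbouring peaks passed 0.4 above the median of all peaks in 3 regions in Ctrl and 6 in Paused, a threshold set after the data were seen. A region on chromosome 12 (17709541 to 21125814 in Ctrl) had a median shift of 0.39 over 165 peaks, and one on chromosome 5 (104197457 to 105602991) had 0.27 over 166 peaks. Both regions passed in both tables. A copy number gain would shift strong and weak peaks alike and in both treatments. After loess offsets the shift of the stronger peaks was 0.722 times that of the weaker in Ctrl and 0.756 in Paused, and 1 of the 7 distinct regions, on chromosome 3, had under 50% of its shift in the other table. Before loess offsets the shifts of the stronger and weaker peaks were 0.228 and 0.471 in Ctrl and 0.157 and 0.481 in Paused. The fall of fold change with level lowers the stronger peaks in these values. In the chromosome 5 region they were -0.025 and 0.461 in Ctrl and 0.097 and 0.418 in Paused. A gain may contribute, and the data cannot tell it from regional accessibility.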
